# The unusual predominance of maintenance DNA methylation in *Spirodela polyrhiza*

**DOI:** 10.1093/g3journal/jkae004

**Published:** 2024-01-08

**Authors:** Alex Harkess, Adam J Bewick, Zefu Lu, Paul Fourounjian, Todd P Michael, Robert J Schmitz, Blake C Meyers

**Keywords:** duckweed, RdDM, methylation, 5mC, H3K9me2

## Abstract

Duckweeds are among the fastest reproducing plants, able to clonally divide at exponential rates. However, the genetic and epigenetic impact of clonality on plant genomes is poorly understood. 5-methylcytosine (5mC) is a modified base often described as necessary for the proper regulation of certain genes and transposons and for the maintenance of genome integrity in plants. However, the extent of this dogma is limited by the current phylogenetic sampling of land plant species diversity. Here we analyzed DNA methylomes, small RNAs, mRNA-seq, and H3K9me2 histone modification for *Spirodela polyrhiza*. *S. polyrhiza* has lost highly conserved genes involved in de novo methylation of DNA at sites often associated with repetitive DNA, and within genes, however, symmetrical DNA methylation and heterochromatin are maintained during cell division at certain transposons and repeats. Consequently, small RNAs that normally guide methylation to silence repetitive DNA like retrotransposons are diminished. Despite the loss of a highly conserved methylation pathway, and the reduction of small RNAs that normally target repetitive DNA, transposons have not proliferated in the genome, perhaps due in part to the rapid, clonal growth lifestyle of duckweeds.

## Introduction

Evolutionary theory predicts that asexual populations should become less fit over time due to an irreversible accumulation of deleterious alleles (Lynch *et al*. 1993). Duckweeds are perhaps the most striking counter-example in plants, given their cosmopolitan distribution and ability to survive in diversely harsh environments (Crawford *et al*. 2006). Duckweed is a common name for all 36 species in the Lemnaceae family of monocots, divided across 5 genera: *Spirodela, Lemna, Landoltia, Wolffia,* and *Wolffiella* (Fig. 1a). Most duckweed species rarely flower, instead reproducing primarily by rapid, clonal reproduction that occurs at one of the fastest rates in any angiosperm (Wang *et al*. 2014). The physically largest duckweed species *Spirodela polyrhiza* (∼1 cm wide) intriguingly has the smallest genome size (∼158 megabases) (Wang *et al*. 2014; Michael *et al*. 2017; Harkess *et al*. 2021), and several genome assemblies consistently annotate fewer than 20,000 genes (Wang *et al*. 2014; An *et al*. 2019; Harkess *et al*. 2021). Compared to the *Arabidopsis thaliana* genome which is roughly the same total genome size, *S. polyrhiza* has nearly 25% fewer genes. Without much meiotic recombination through sexual reproduction, and fewer genes for selection to act upon, epigenetic variation could instead be a promising mechanism to explain the global success of clonal duckweeds (Dodd and Douhovnikoff 2016; Shahryary *et al*. 2020).

**Fig. 1.**
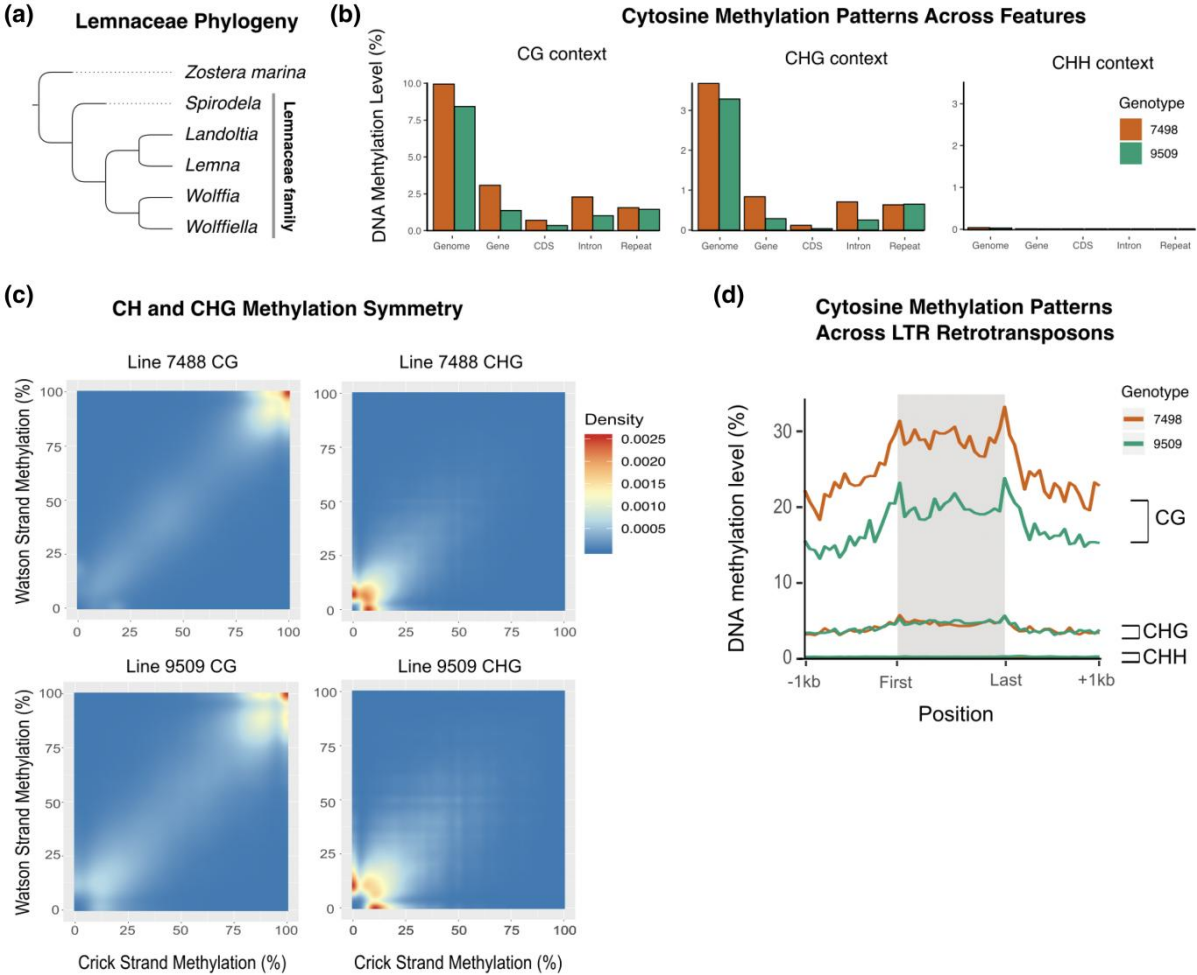
a) A condensed species tree of the Lemnaceae family, with 5 genera: *Spirodela, Landoltia, Lemna, Wolffia,* and *Wolffiella.* b) DNA methylation level for whole genome, genes, coding sequence (CDS), introns, and repeats, across CG, CHG, and CHH site contexts, in 2 genotypes of *S. polyrhiza*. c) Sitewise methylation symmetry of CG and CHG on Watson and Crick strands. d) DNA methylation levels across LTR retrotransposons, across CG, CHG, and CHH sites, in 2 genotypes of *S. polyrhiza*.

Sexual reproduction in plants is often accompanied by widespread genome-wide reinforcement of DNA methylation with localized epigenetic reprograming in gametes (Slotkin *et al*. 2009; Schoft *et al*. 2011; Calarco *et al*. 2012; Ibarra *et al*. 2012; Park *et al*. 2017). This results in patterns of both stable DNA methylation inheritance and infrequent spontaneous epialleles (Hofmeister *et al*. 2017). However, nearly 60% of global crops can be bred through clonal propagation (Meyer *et al*. 2012), highlighting the need to illustrate how epigenetics can be used to improve plant breeding efforts. Cytosine DNA methylation or 5-methylcytosine (5mC), is found in species spanning the flowering plant phylogeny (Niederhuth *et al*. 2016). As the number and phylogenetic diversity of plant genomes and DNA methylomes increases, so does the observed diversity of 5mC levels, specificity and DNA methyltransferase enzymes. 5mC DNA methylation in plants occurs in 3 major sequence contexts, each of which requires different sets of enzymes to function: CG, CHG, and CHH (where H = A, C, T). Methylation in these different contexts is established by both de novo and maintenance methyltransferase enzymes. DNA methylation at CG and CHG sites is typically symmetrical across the Watson and Crick strands, whereas DNA methylation at CHH sites is asymmetrical. The observed symmetry is due to the mechanisms by which 5mC is maintained after DNA replication. Methylation at CG sites relies on the maintenance methyltransferase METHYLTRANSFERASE 1 (MET1) (Finnegan *et al*. 1998; Cokus *et al*. 2008; Lister *et al*. 2008), whereas maintenance of methylation at CHG sites relies on a positive feedback loop between dimethylation of lysine 9 on histone 3 (H3K9me2) and CHROMOMETHYLASE 3 (CMT3) (Lindroth *et al*. 2001; Jackson *et al*. 2002; Du *et al*. 2012, 2015). DNA methylation at CHH sites is asymmetrical and is further classified into CWA (where W = A or T) and non-CWA, based on targeting by CMT2 or by 24-nt siRNAs and DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), which are associated with the RNA-directed DNA methylation (RdDM) pathway, respectively (Gouil and Baulcombe 2016; Erdmann and Picard 2020).

Variation in DNA methylation has been connected to pathogen response (Dowen *et al*. 2012), temperature tolerance (Shen *et al*. 2014), and geography (Kawakatsu *et al*. 2016), which could be crucial attributes for clonal duckweeds given their reduced ability to maintain genetic variation through recombination. Several studies have identified unique features of some duckweed species. For instance, the duckweed *S. polyrhiza* displays particularly low levels of 5mC, with evidence that low DNA methylation levels are likely related to its small genome size with the low amounts of repetitive DNA (Michael *et al*. 2017). However, the mechanisms underlying this variation in DNA methylation are unknown (An *et al*. 2019). Immunostaining using antibodies against H3K9me2 suggests that heterochromatin in duckweeds is dispersed rather than concentrated at centromeric and pericentromeric regions (Cao *et al*. 2015). Some lines of *S. polyrhiza* show an abnormal distribution of small RNAs, including a relatively low frequency of 24 nucleotide small RNAs (Fourounjian *et al*. 2019) that might be connected to reduced expression of some RdDM components including *DICER-LIKE 3* (DCL3) (An *et al*. 2019).

Here we further dissect 5mC DNA methylation patterns, histone modifications, small RNAs, and the genes that control major methylation and RdDM pathways in *S. polyrhiza*. We connect observations from the literature and generate additional data to show that *S. polyrhiza* has lost the activity of canonical DNA methylation and small RNA pathway genes that consequently diminish gene body methylation, the RNA-directed DNA methylation pathway, and genome-wide CHH methylation. For instance, previous studies have described genome-wide CHH methylation in *S. polyrhiza* as being low, and that gene bodies lack CG methylation (Michael *et al*. 2017). Here we discover that CHH methylation is entirely absent due to the loss of CMT2 in *S. polyrhiza*. However, maintenance methylation at CG loci is normal. Whereas it was previously reported using antibody immunostaining that *S. polyrhiza* lacked localized patterns of heterochromatin (Cao *et al*. 2015), we instead find clear pericentromeric H3K9me2 peaks on most chromosomes using chromatin immunoprecipitation sequencing (ChIP-seq). Our observations and data provide a new perspective on the interplay between DNA methylation, RdDM and chromatin in *S. polyrhiza*, and build hypotheses about the necessity of these mechanisms in clonal plants.

## Materials and methods

### DNA methylation sequencing and sequence alignment

For all analyses in this study, sterile plants were clonally grown in 0.5X Shenk and Hildebrandt salts at 16-hour days. Whole-genome bisulfite sequencing data for *S. polyrhiza* 7498 and 9509 were generated according to (Urich *et al*. 2015) using whole plants as input. Single-end short-read libraries (150 bp) were aligned using the methylpy pipeline (Schultz *et al*. 2016) to the *S. polyrhiza* 7498 and 9509 genomes. Methylpy calls programs for read processing and aligning: (1) reads were trimmed of sequencing adapters using Cutadapt (Martin 2011), (2) and then mapped to both a converted forward strand (cytosines to thymines) and converted reverse strand (guanines to adenines) using bowtie (Langmead *et al*. 2009). Reads that mapped to multiple locations, and clonal reads were removed. The chloroplast genome (GenBank: JN160603.2) was used to estimate the rate of sodium bisulfite nonconversion.

### DNA methylation analyses

DNA methylation levels were estimated as weighted DNA methylation, which is the total number of aligned DNA methylated reads divided by the total number of methylated plus unmethylated reads with a minimum coverage of at least 5 reads (Schultz *et al*. 2012). Global weighted DNA methylation was estimated across the entire genome, within intergenic regions, transposons, genes (exons + introns), exons, and introns. Additionally, the genome was divided into nonoverlapping 50,000 bp windows, and weighted DNA methylation was estimated for each window.

For metaplots, the locus body (start-to-stop codon for genes and first-to-last bp for transposons) was divided into 20 proportional windows based on locus length. Within gene bodies, only sequenced reads mapping to coding, and exonic DNA were used. Additionally, 1,000 bp upstream and downstream were divided into 20 proportional windows. A single weighted DNA methylation value was calculated for each window across all loci.

For each gene, a binomial test with a Benjamini–Hochberg false discovery rate (FDR) correction was applied to determine the enrichment of DNA methylation at the 3 sequence contexts (CG, CHG, and CHH). Only CG, CHG, and CHH sites found within the coding, exonic sequences were considered. The weighted DNA methylation level of cytosines at CG, CHG, and CHH sites across all coding regions were used as the probability of success, respectively. Enrichment tests for gene body methylation were performed using code from (Zhang *et al*. 2020), found at https://github.com/schmitzlab/Natural_variation_in_DNA_methylation_homeostasis_and_the_emergence_of_epialleles.

To determine per-site methylation levels, the weighted DNA methylation level for each cytosine with ≥3 reads of coverage was calculated. Additionally, DNA methylation levels of symmetrical cytosines (CG or CWG, W = A|T) with ≥3 sequencing coverage were estimated for each strand (Watson and Crick). All plots were generated in R v3.2.4 (https://www.r-project.org/).

### sRNA and mRNA sequencing analysis

sRNA sequencing reads were generated using whole plant total RNA isolated using TRI reagent and the Somagenics RealSeq-AC kit with 100 ng of total RNA as input. Reads were adapter-trimmed with cutadapt v2.0 (Martin 2011) with options “–m 15 TGGAATTCTCGGGTGCCAAGG”. Cleaned reads were aligned to the reference genome using bowtie with settings “-a -v 0” to only report end-to-end alignments with zero mismatches.

Raw mRNA-Seq reads from strain 9509 were retrieved from the Sequence Read Archive (SRR3090696), cleaned with Trimmomatic v0.32 with settings “ILLUMINACLIP:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50” and aligned to the reference genome with TopHat v2.1.1 with default settings other than “-i 25”. Per-gene expression was calculated with Cufflinks v2.2.1 with default settings.

### ChIP-seq and analysis

ChIP was performed as previously described (Zaratiegui *et al*. 2011). Briefly, 1 g of fresh duckweed plantlets were crosslinked in 1% formaldehyde for 10 min. Nuclei were then isolated and sonicated for 15 min, twice. Histone-DNA complexes were pulled down with anti-H3K9me2 (Cell Signaling Technology antibody #9753 s). DNA was isolated and used to prepare ChIP-seq libraries with the TruSeq ChIP Library Preparation Kit (Illumina, IP-202-1012). Sequencing was performed on an Illumina NextSeq500 in the Georgia Genomics and Bioinformatics Core (GGBC) at the University of Georgia.

Raw ChIP reads were trimmed for adapters and low-quality bases using Trimmomatic with the following options: reads were trimmed for TruSeq version 3 single-end adapters with a maximum of 2 seed mismatches, palindrome clip threshold of 30, and simple clip threshold of 10. Trimmed reads were mapped to the genome using bowtie1 with “-v 2 –best –strata -m 1” (Langmead *et al*. 2009). Mapped reads were sorted using SAMtools (Li and Durbin 2009) and then clonal duplicates were removed using Picard (http://broadinstitute.github.io/picard/). The remaining reads were converted to browser extensible data (BED) format with bedtools (Quinlan and Hall 2010). H3K9me2 enriched regions were identified with MACS2 with parameter “–keep-dup all –broad” (Zhang *et al*. 2008). Enrichment of H3K9me2 overlaps with long terminal repeat (LTR) retrotransposons was tested using a Fisher's Exact Test implemented in bedtools v2.26.0.

### Phylogenetic analyses

CMT protein sequences were obtained from (Bewick *et al*. 2017), and additional sequences were identified in monocot species listed on Phytozome v12 (https://phytozome.jgi.doe.gov/pz/portal.html) using best basic local alignment search tool (BLASTP) hit e-value ≤ 1E–06 and bit score ≥ 200 to *A. thaliana* CMT1 (AT1G80740.1), CMT2 (AT4G19020.1), and CMT3 (AT1G69770.1). Similarly, DCL homologs were identified in all monocot species listed on Phytozome v12 using the best BLASTP hit to *A. thaliana* DCL1 (AT1G01040.2), DCL2 (AT3G03300.1), DCL3 (AT3G43920.2), and DCL4 (AT5G20320.1). Protein sequences were aligned using the program PASTA with default parameters. Following alignment, GBblocks were used to identify conserved amino acid positions. All parameters were kept at the default setting except –b2 = *n*0.66 where *n* is the number of sequences and –b5 = h. Bayesian evolutionary analysis by sampling trees (BEAST) v2.3.2 was used to estimate the phylogeny with a BLOSUM62 substitution matrix. The Markov chain Monte Carlo in BEAST was allowed to run until stationarity and convergence (ESS ≥200) was reached, and was assessed using the program Tracer v1.6. A maximum clade credibility tree was generated from the posterior distribution of trees with the burn-in removed using the program TreeAnnotator v2.3.2. Finally, the program FigTree (http://tree.bio.ed.ac.uk/software/figtree/) was used to visualize the tree and exported for stylization. Alignment, site filtering, and tree estimation were performed identically and separately for CMT and DCL phylogenies.

### Comparative transcriptome analyses

To estimate the phylogenetic placement of the loss of DCL2 and DCL3 expression, sequence read archive RNA-seq data were downloaded for *Landoltia punctata* (SRR647050*)* and *Lemna minor* (SRR2917879). Data were cleaned and assembled using Trinity v2.5.1 with default options. Assemblies were subject to blastx searches (1e–10) against the present, but not expressed *Spirodela* DCL3 gene model annotation predicted peptide (Spipo14G0010100).

### LTR retrotransposon annotation

LTR retrotransposons were annotated de novo using GenomeTools LTRharvest with options “-similar 85 -mindistltr 1,000 -maxdistltr 15,000 -mintsd 5 -maxtsd 20”.

## Results

### Maintenance DNA methylation is functional, but CHH methylation is absent

To test if low levels of 5mC might be a conserved feature across the diversity of *S. polyrhiza* (Michael *et al*. 2017), we performed whole-genome bisulfite sequencing across 2 different genotypes (lines 7498 and 9509) (Supplementary Table 1). Both genotypes show similar patterns: roughly 10% of the CG sites in the genome are methylated (Fig. 1b). Fewer than 3.28 and 3.67% of CHG and 0.0065 and 0.035% CHH sites are significantly methylated (Fig. 1b). In *S. polyrhiza,* mCG and some mCHG (specifically CAG and CTG) are symmetrically maintained through equal DNA methylation on the Watson and Crick strands, which are normal features of maintenance methylation (Fig. 1c). However, the maintenance of mCHG in *S. polyrhiza* is weak in comparison to other species that possess a functional CMT3 (Niederhuth *et al*. 2016). CG methylation is present at small clusters of LTR retrotransposons in the genome (Fig. 1d), but CHH methylation which is normally enriched in repetitive elements like LTR retrotransposons (Noshay *et al*. 2019), is absent (Fig. 1c–d).

### A reduction of 24 nucleotide heterochromatic sRNAs

DNA methylation at some CHH sites is guided by small RNAs (sRNAs) generated through the RdDM pathway (Matzke and Mosher 2014) (Fig. 2a), so small RNA (sRNA) sequence reads were generated for both *S. polyrhiza* lines to test for functional defects in the pathway (Supplementary Table 2). Both lines display a distinct lack of 24-nucleotide (nt), heterochromatic siRNAs (het-siRNAs) which are typically the most abundant size class of angiosperm sRNAs (Ma *et al*. 2015; Patel *et al.* 2021) (Fig. 2b). However, Fourounjian *et al*. (2019) previously reported that *S. polyrhiza* line 7498 is dominated by 22 nt sRNAs, with a low level of 21, 23, and 24 nt sRNAs. Our data for both *S. polyrhiza* lines 7498 and 9509 show a different pattern where 21 nt miRNAs are the dominant class, and 24 nt sRNAs are very lowly expressed (Fig. 2b). This could be attributed to the use of ABI SOLiD sRNA sequencing in earlier work (Fourounjian *et al*. 2019) compared to Illumina sRNA sequencing here, which differ in their adapter attachment strategy (ligation in Illumina protocols vs hybridization in SOLiD) and leads to variation in sRNA sequence lengths and composition (Tian *et al*. 2010).

**Fig. 2.**
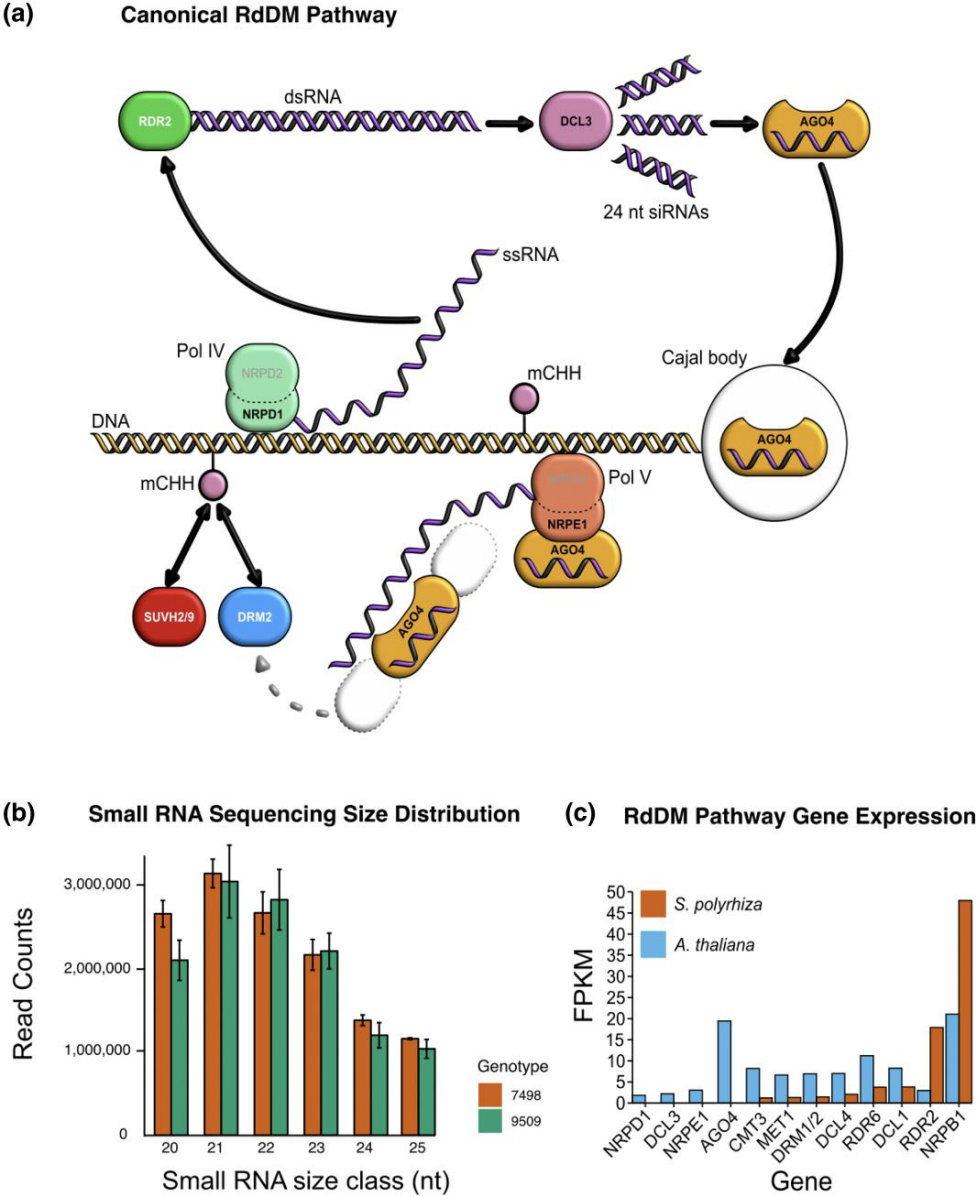
a) Diagram of the canonical RNA-directed DNA methylation (RdDM) pathway in plants. RNA Polymerase IV (Pol IV) transcribes a single-stranded RNA (ssRNA) which is converted to a dsRNA by RNA-DIRECTED RNA POLYMERASE 2 (RDR2). DCL3 then cleaves those dsRNA products into 24 nucleotide small RNA (sRNA) products. One strand of each sRNA is loaded into AGO4, and the AGO-sRNA complex binds to complementary RNA sequences transcribed by RNA Polymerase V (Pol V), guided by interaction with SUVH2 and SUVH9. DRM2 is then recruited, which guides methylation of DNA at those sites. b) The distribution of small RNA sequence read abundance between 20 and 25 nucleotides in 2 genotypes of *S. polyrhiza*. c) Gene expression in *S. polyrhiza* line 9509 and *A. thaliana* measured by RNA-seq for several RdDM and methylation-related genes.

### A variety of RdDM, methylation, and small RNA pathway genes are not expressed

The highly conserved, canonical RdDM pathway produces these 24 nt het-siRNAs via DCL3 processing of an RNA Polymerase IV (Pol IV)-derived double-stranded RNA (dsRNA) (Zhang *et al*. 2007; Mosher *et al*. 2008). These DCL3-derived sRNAs are loaded into ARGONAUTE 4 (AGO4) and guided to their sites of action (Fig. 2a) (Zilberman *et al*. 2003; Li *et al*. 2006; Matzke and Mosher 2014). Due to the reduction of 24 nt het-siRNAs, available whole plant mRNA-seq data was mined for evidence of the expression of RdDM-related genes (Fig. 2c). *DCL3* is present in the genome as a seemingly full-length sequence with no in-frame stop codons, but no gene expression was detectable (FPKM <1), as was also found in another study (An *et al*. 2019). *DCL3* expression is also not detected under various growth and stress conditions in *S. polyrhiza*, including copper, kinetin, nitrate and sucrose additions (Fourounjian *et al*. 2019) (Supplementary Fig. 1). The *DCL3* upstream region is short (fewer than 200 nt), and possibly interrupted by another gene, which may entirely disrupt *DCL3* gene activity (Supplementary Fig. 2).

Given an absence of detectable *DCL3* expression (Fig. 2c), we investigated the presence and expression of orthologs of other plant Dicer-like genes (*DCL1*, *DCL2*, *DCL4*). *DCL1*, which functions in microRNA (miRNA) production, is expressed and produces many conserved miRNAs, indicating it functions normally (Hoang *et al*. 2018). However, *DCL2*, which functions largely in viral defence (Parent *et al*. 2015), is missing from the *S. polyrhiza* genome (Supplementary Fig. 3). *DCL4*, which generates 21-nt siRNAs, is present in the genome and expressed (Gasciolli *et al*. 2005; Xie *et al*. 2005; Yoshikawa *et al*. 2005). *DCL5*, which is implicated in phased siRNA production in maize (Fei *et al*. 2013) and has a role in flower fertility (Teng *et al.* 2020), is also not present in the genome (Patel *et al.* 2021) (Supplementary Fig. 3). In addition to *DCL2* and *DCL3*, there was no detectable expression for *AGO4*, nor the genes encoding the 2 major catalytic subunit genes of the Pol IV complex (*NRPD1* and *NRPE1*) that transcribe single-stranded RNA precursors from RdDM regions and are required for siRNA and methylation-dependent heterochromatin formation (Onodera *et al*. 2005) (Fig. 2c). *CMT3* and *MET1* are expressed in *S. polyrhiza*, consistent with their roles in the maintenance of CG and CHG methylation in the *A. thaliana* genome (Fig. 2c).

We next tested whether the lack of expression of some RdDM genes is a conserved phenomenon across some or all duckweed species in the Lemnaceae family. *De novo* transcriptome assemblies of publicly available whole plant RNA-seq data for species from 2 genera of duckweeds, *Landoltia punctata* and *Lemna minor* (Fig. 1a), were interrogated for *DICER-LIKE* gene family expression. In both *L. punctata* and *L. minor*, de novo transcripts were assembled for *DCL1* and *DCL4*, however, there were no assemblies with BLASTX hits (1e–10) to *DCL2* and *DCL3*. Although whole-genome assemblies of species representing at least all 5 genera of duckweeds will be needed to definitively test this hypothesis, these data suggest that the expression loss of *DCL2* and *DCL3*, possibly leading to the loss of canonical RdDM, may be a widespread phenomenon across several genera of the Lemnaceae family (Fig. 1a).

### The loss of CMT2 and CHH methylation

Although RdDM is 1 route to forming CHH methylation, an RdDM-independent mechanism is through the action of CMT2, a plant-specific DNA methyltransferase that is highly conserved across angiosperms (Stroud *et al*. 2014; Gouil and Baulcombe 2016; Bewick *et al*. 2017) (Fig. 3a). CHH sites targeted by the RdDM pathway typically show enrichment in all contexts (Gouil and Baulcombe 2016; Wendte *et al*. 2019), which *S. polyrhiza* does not exhibit (Fig. 3a). In *A. thaliana,* CHH methylation deposited via CMT2 can be distinguished from RdDM-targeted sites given that they show an enrichment of CWA methylation (W = A or T) relative to other contexts (Gouil and Baulcombe 2016; Wendte *et al*. 2019) and they are enriched at regions possessing H3K9me2 (Stroud *et al*. 2014). However, a *CMT2* homolog is missing from the *S. polyrhiza* genome (lines 7498 and 9509) (Fig. 3b). As expected given the loss of *CMT2*, there is no enrichment of CWA methylation in either genotype (Fig. 3c). There is a low level of CWG methylation in both lines, though (Fig. 3c). CWG methylation is dependent on *CMT3* (Gouil and Baulcombe 2016), which is present and expressed (Fig. 2c). Across the global range of *A. thaliana,* there is extensive variation at the *CMT2* locus including a nonfunctional *cmt2* allele that is associated with reduced genome-wide CHH methylation, but also the benefit of increased tolerance to heat stress (Shen *et al*. 2014; Dubin *et al*. 2015). Given that *S. polyrhiza* is globally distributed and thrives in a variety of climates and stresses, increased genotyping and phenotyping of diverse populations may reveal similar patterns of methylation-sensitive phenotypes. Intriguingly, *CMT2* is missing in the maize genome (Zemach *et al*. 2013), but also missing from the aquatic seagrass *Zostera marina* genome assemblies and annotations (Fig. 3b), suggesting that *CMT2* loss may be a shared feature that has evolved in multiple aquatic plants in the Alismatales order. Despite a lack of expression of key RdDM genes and sRNAs that normally function to target repetitive DNA, there has not been a recent detectable expansion of LTR retrotransposons in the *S. polyrhiza* genomes (Fig. 3d) (Wang *et al*. 2014; Michael *et al*. 2017), nor were they methylated in the typical CHH context (Fig. 1d). Specifically, only 3/1,114 (0.003%) and 6/1,510 (0.004%) LTR retrotransposons were enriched for CHH methylation in 7498 and 9509 genomes, respectively, and likely false positives (Zemach *et al*. 2013).

**Fig. 3.**
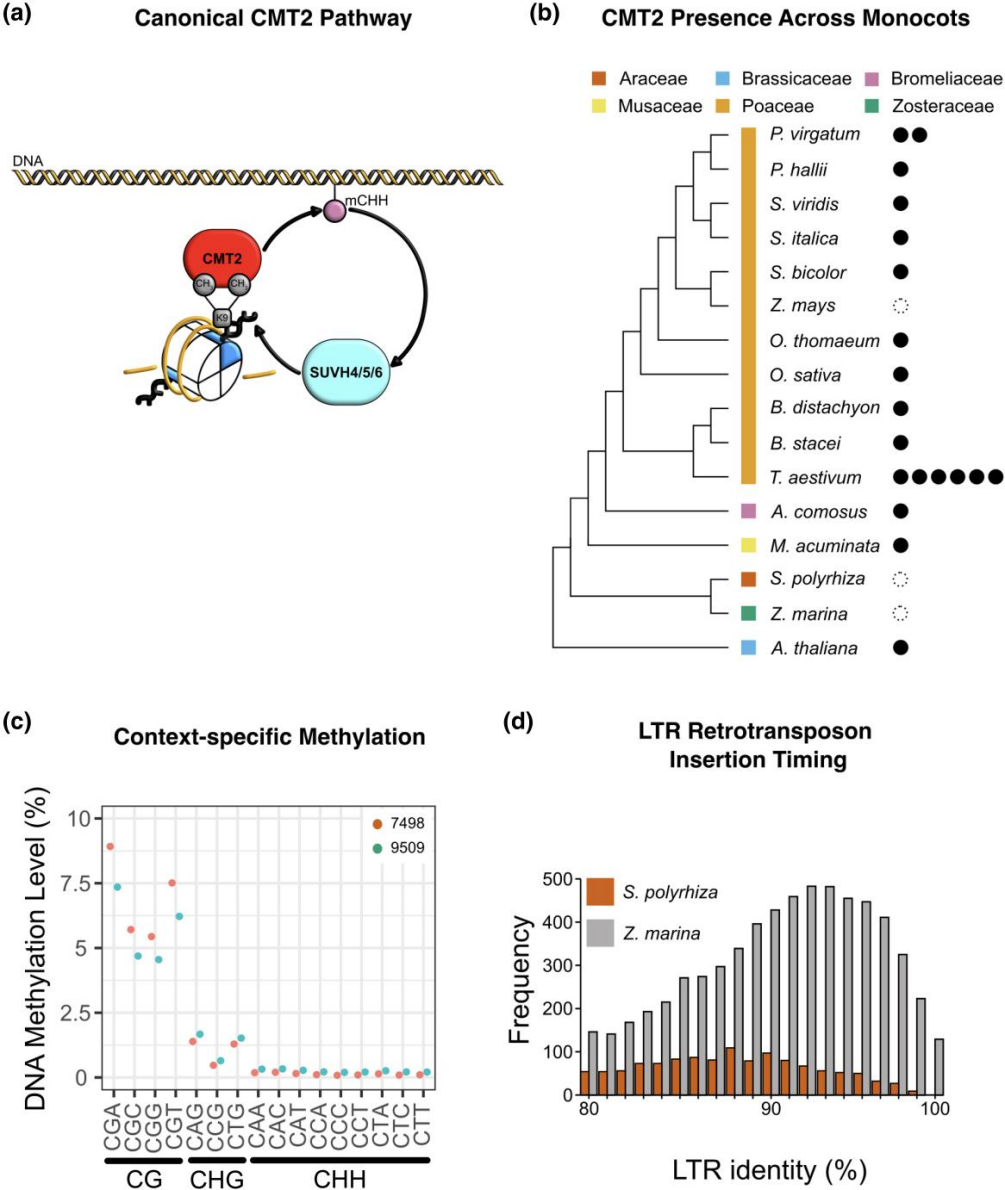
a) Diagram of the canonical CMT2 pathway. b) Presence (filled circles) and absence (empty circles) of CMT2 homologs in genomes across the monocots. c) Genome-wide DNA methylation of 2 genotypes of *S. polyrhiza* split into all possible contexts. d) Relative LTR retrotransposon insertion timings between *S. polyrhiza* and *Z. marina*, based on LTR percent identity comparisons.

### Pericentromeric heterochromatin is present

The loss of CHH methylation, 24 nt het-siRNAs, and CMT2 suggests that the abundance of heterochromatin may also be low. Cao *et al*. (Cao *et al*. 2015) made an observation using 5mC and histone 3 lysine 9 dimethylated (H3K9me2) immunostaining, a common histone modification in heterochromatic regions of the genome (Bernatavichute *et al*. 2008), that *S. polyrhiza* and 4 other genera of the Lemnaceae lack strong signals of concentrated heterochromatic blocks of DNA. H3K9 methylation mediates CHG and CHH methylation through the action of CMT3 and CMT2, respectively (Stroud *et al*. 2014). To test if the CMT2 loss and the weak levels of CHG methylation are tied to a reduction of H3K9 methylation in *S. polyrhiza*, we performed ChIP-seq of H3K9me2 (Supplementary Table 3). 

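The H3K9me2 peaks came from 1 ChIP-seq library of line 9509, a clonally grown line of the greater duckweed, made from whole plantlets. H3K9me2 marks silenced, repeat-rich chromatin, and an antibody against it pulled down the crosslinked and sonicated chromatin. The list holds 5726 peaks, with 152 on chromosome 20 to 410 on chromosome 10, and every one of the 20 chromosomes had peaks. Peaks had a median length of 1225 bp (quartiles 565 and 3034 bp) and ranged from 273 to 44827 bp. The fold enrichment of each peak over the background estimated by MACS2 is the authors' own value, and its median was 2.07 (quartiles 1.81 and 2.63, range 1.44 to 6.70). The labels name an input control, but the MACS2 parameters in the methods do not say whether it was used, so the background is either the input or the local signal of the H3K9me2 library. Supplementary Table 3 gives, as the paper's values, 24523030 raw reads and 23607285 alignments after duplicate removal for this library, and 82794333 and 60816027 for the input library of the same line. The peak list itself carries no read counts. The authors trimmed the reads with Trimmomatic, mapped them with bowtie1 allowing 2 mismatches, removed clonal duplicates with Picard and called broad peaks with MACS2. Reads that map to more than 1 place were discarded in the mapping, so near-identical copies of a repeat contribute few reads and their H3K9me2 can be missed. The lowest −log10 q among the peaks was 1.03, so weakly enriched regions are part of the list. The methods state Schenk and Hildebrandt salts as the growth medium, whereas the sample labels name a Hoagland mixture. From the list, the percent of sequence covered by peaks was computed in windows of 50 kb along each chromosome, with the end of the last peak taken as the chromosome's length, which is a lower limit. Coordinates are those of the peak list on the line 9509 genome, and the name of the genome build is not given in the sources used here. With 1 library there is no replicate error, and the permutation tests describe how the peaks of this library are arranged, not the variation between plants.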

H3K9me2 is sparsely distributed throughout the euchromatic chromosome arms and shows a discrete enrichment of a large domain within each chromosome (Fig. 4a). These relatively larger domains of H3K9me2 are ∼400–600 kb and presumably reflect the pericentromeric regions similar to observations in other angiosperms like *A. thaliana* (Fig. 4a). 

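On 18 of 20 chromosomes, the 500-kb stretch most covered by H3K9me2 peaks was more covered than in random arrangements of the same peaks and gaps. In the densest 500 kb of each chromosome, peaks covered a median of 38.4% of the sequence (SD 8.35, n = 20 chromosomes), against a median of 7.91% (SD 1.51) on the rest of the chromosome. The highest percent was on chromosome 10, where the stretch from 3050001 to 3550000 was 52.1% covered. It was followed by chromosome 3 from 6300001 to 6800000 with 48.5%, chromosome 12 from 1700001 to 2200000 with 47.5% and chromosome 8 from 1 to 500000 with 46.3%. On chromosome 12 this stretch held 44.1% of the peak length of the whole chromosome. Chromosomes 4 and 11 lay in the middle of the 20, with 39.3% covered from 6800001 to 7300000 and 37.4% covered from 2750001 to 3250000. The lowest values were 21.6% on chromosome 20 from 3450001 to 3950000 and 21.0% on chromosome 19 over the same coordinates. Most stretches lay well inside the chromosome, but those of chromosomes 8, 13, 15, 19 and 20 came within 150 kb of the start or of the last peak. Away from the stretches, peaks were thinly spread, and the median 50-kb window was 1.90% covered. Of the 2750 windows of the genome, 1036 (37.7%) had no peak, and of the 97 windows that were at least 50% covered, 64 lay in the 20 stretches.
Peaks and the gaps between them were put in random order 100000 times within each chromosome, and the densest 500 kb of each random order was recorded. These had a median of 20.9% covered over the chromosomes. The one-sided permutation p, adjusted by Benjamini–Hochberg over the 20 chromosomes, was 2.5e-05 for chromosomes 1, 3, 5, 6, 7, 8, 12 and 13, whose unadjusted p of 1e-05 is the smallest these permutations can give, and at most 0.00781 for the other 10 that passed. It was 0.0697 for chromosome 20 and 0.326 for chromosome 19. Chromosome 20 passed with a stretch of 400 kb (adjusted permutation p = 0.0228), with 25-kb windows (0.0298) and against uniform random positions (0.000305). The uniform positions do not keep the observed gaps, so peaks that lie close together over short distances can also lower that p. Chromosome 19 passed when peaks were counted in place of their coverage (adjusted permutation p = 0.0269), where chromosome 20 did not (0.0817).

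**Figure D1:**
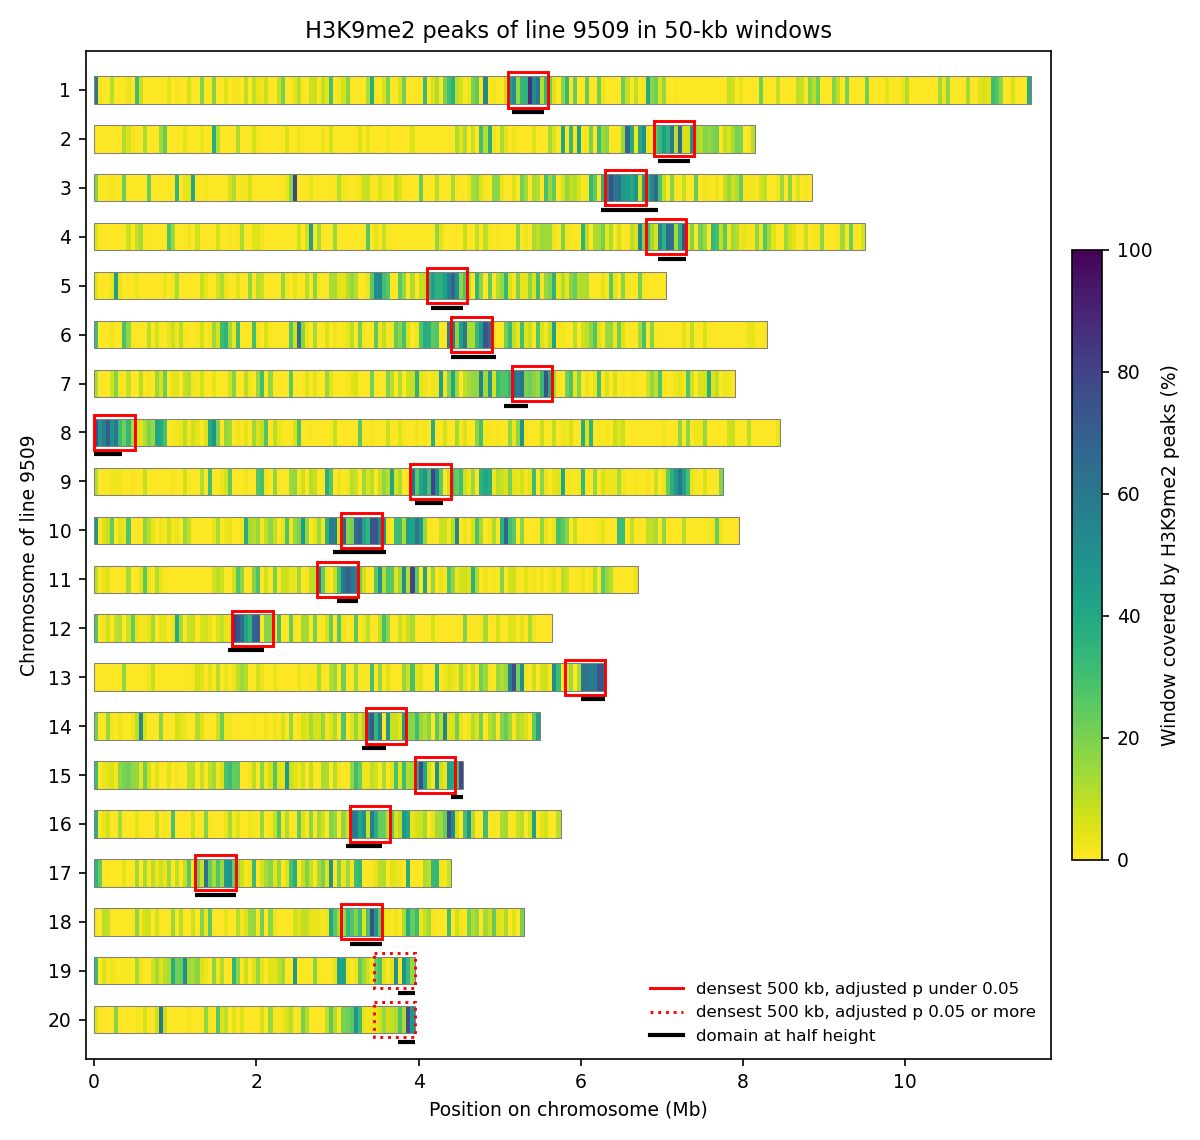
Percent of each 50-kb window covered by H3K9me2 peaks (color) along the 20 chromosomes of line 9509, with position in Mb on the x axis. Red boxes mark the densest 500 kb of each chromosome, dotted on chromosomes 19 and 20, where the adjusted p was 0.05 or more, and black bars mark the domain measured from the running mean over 5 windows. The box of chromosome 8 lies at its start and that of chromosome 13 at the last peak, whereas those of chromosomes 1, 3, 10 and 12 lie inside the chromosome.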

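The H3K9me2 domains had a median length of 375 kb (SD 143, n = 20 chromosomes) and ranged from 150 kb on chromosome 15 to 700 kb on chromosome 3. The domain of chromosome 3 ran from 6250001 to 6950000 and was 48.6% covered by peaks. That of chromosome 10, from 2950001 to 3600000, was 650 kb long and 49.0% covered. On 8 chromosomes, namely 1, 2, 5, 6, 12, 16, 17 and 18, the domain was between 400 and 600 kb long. Among these, chromosome 6 had the longest with 550 kb, from 4400001 to 4950000, and chromosome 1 had one of 400 kb, from 5150001 to 5550000. Those of chromosomes 2, 5 and 18 were also 400 kb long, the lower edge of the range, which was counted as within it. The domains of the other 10 chromosomes were shorter than 400 kb. Chromosome 13 had the most densely covered one, with 64.5% of the 300 kb from 6000001 to 6300000, and it reached the last window of the chromosome, as did those of chromosomes 15, 19 and 20. The domain of chromosome 8 began at position 1 and was 350 kb long. A domain was taken as the unbroken run of 50-kb windows around the highest running mean over 5 windows in which the running mean stayed at or above the midpoint between its maximum and its median. This rule returns a run on every chromosome, also on 19 and 20, whose densest 500 kb did not pass the test. Near the ends of a chromosome the running mean took only the windows present, fewer than 5. The domain of chromosome 15, from 4400001 to 4550000, lay at such an end. It overlapped only in part with the densest 500 kb of that chromosome, from 3950001 to 4450000. The 15 domains that reached neither the first nor the last window had a median length of 400 kb, a subset chosen after the values were seen. The number of domains between 400 and 600 kb changed with the smoothing, from 8 to 1 with a running mean over 3 windows and to 10 with one over 9 windows. It was 5 with 25-kb windows and a running mean over 9. The paper proposes that its domains are the pericentromeric regions, by comparison with other angiosperms such as *A. thaliana* (Fig. 4a). Whether the domains measured here are the same regions was not checked.

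**Figure D2:**
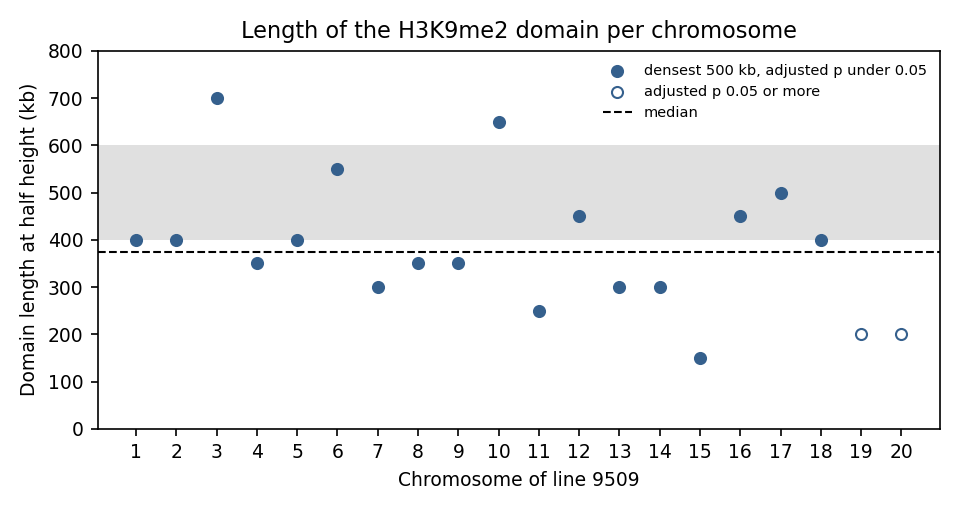
Length of the H3K9me2 domain in kb (y axis) on each chromosome of line 9509 (x axis), 1 point per chromosome. The dashed line is the median of 375 kb, the gray band spans 400 to 600 kb, and open points are chromosomes 19 and 20, whose densest 500 kb did not pass the permutation test. Of the points, 8 lie within the band or on its lower edge, 10 below it and 2 above it.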

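Peaks of H3K9me2 covered 13.6 Mb of line 9509, which is 9.04% of 150 Mb, one of the sizes the paper gives for the *S. polyrhiza* genome, and 8.58% of 158 Mb, the size in its introduction. Of the 138 Mb that lie between the start and the last peak of the 20 chromosomes, 9.83% was covered. No peaks touched or overlapped, and the smallest gap between neighboring peaks was 285 bp, so no base was counted more than 1 time. The 3215 peaks of at least 1000 bp held 89.7% of this length, and the 167 peaks of at least 10000 bp held 16.8%. Among all peaks, 4337 had a q under 0.01 and 2062 a q under 1e-05, and 3190 were enriched at least 2-fold. The percent rests on 1 library, so no error between plants can be given.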

H3K9me2 occupies ∼15% of the line 9509 genome. In the 9509 genome, 746/1,510 (49.40%) of LTR retrotransposon annotations overlap H3K9me2 (Fisher's Exact Test, *P* < 0.001; Supplementary Table 4, Supplementary Fig. 4). 

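The part of chromosome 1 drawn in Supplementary Fig. 4, from about 8.2 to 9.7 Mb, held 24 H3K9me2 peaks in the list, which together covered 85501 bp or 5.70% of it. Of these, 7 peaks were at least 5000 bp long, and they made up 69.3% of the covered length. The longest ran from 9141406 to 9154177, was 12772 bp long and had a fold enrichment of 3.98. The next was the peak of 10386 bp from 9287360 to 9297745, with a fold enrichment of 3.83. The strongest by fold enrichment, 4.00, ran from 8229973 to 8239344. The peaks from 8930905 to 8938907 and from 9524238 to 9530907 reached 3.79 and 3.75. Those from 8892431 to 8897686 and from 8820096 to 8826919 reached 3.49 and 2.81. The remaining 17 peaks were 352 to 4197 bp long with a fold enrichment of 1.58 to 2.84, and several flanked a long peak, such as the one from 9140115 to 9140835. Between long peaks lay sequence without any, the longest such gap being 226492 bp from 9297746 to 9524237. This part of chromosome 1 lies outside the densest 500 kb of the chromosome. The annotation of LTR retrotransposons was not used here, so the share of elements that overlap a peak was not computed.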

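H3K9me2 peaks were present on all 20 chromosomes and covered a median of 10.2% of a chromosome (SD 1.55, n = 20). The range was 7.54% on chromosome 4 to 13.3% on chromosome 10. Chromosomes 15 and 17 followed with 12.9% and 12.0%, and chromosomes 1 and 2 were near the low end with 7.99% and 8.06%. The densest 500-kb stretches of the 20 chromosomes make up 7.25% of the sequence and held 27.8% of the peak length. The 1279 peaks inside these stretches were more enriched than the 4447 outside, with a median fold enrichment of 2.26 against 2.04. Their median length was 1709 bp, against 1123 bp outside. The longest peak of the genome lay inside the stretch of chromosome 10, from 3416240 to 3461066, with 44827 bp and a fold enrichment of 5.47. The third longest, 29480 bp from 6540875 to 6570354, lay inside that of chromosome 3. The other three of the 5 longest lay outside the stretches: 30785 bp on chromosome 4 from 9503193 to 9533977, 24494 bp on chromosome 8 from 5243386 to 5267879 and 23383 bp on chromosome 11 from 3896652 to 3920034. The differences in fold enrichment and in length each had a two-sided permutation p of 0.0001, the smallest that 10000 rotations of the stretches along their chromosomes can give. The stretches were chosen by coverage, which long peaks raise, so the choice was also repeated in 10000 random orders of peaks and gaps, a test added after the data were seen. These gave median differences of 257 bp and 0.0772 in fold enrichment, below the observed 586 bp (permutation p = 0.001) and 0.227 (permutation p = 0.0001). In stricter lists, with the choice repeated in the same way, the difference in fold enrichment passed with a q under 0.01 (permutation p = 0.0005), a q under 1e-05 (0.03), at least 2-fold enrichment (0.006) and at least 1000 bp (0.0003). The greater length inside did not pass in any of these lists: it was 617 bp against 357 bp in random orders with a q under 0.01 (permutation p = 0.0689), 412 bp against 388 bp with at least 1000 bp (0.907) and 355 bp against 434 bp with at least 2-fold enrichment (0.601). With a q under 1e-05 it was −10 bp against 523 bp, a difference below that of random orders (permutation p = 0.009). The random orders treat neighboring peaks as independent, so their p are too small if neighbors are alike in fold enrichment or length. The rotations keep neighbors together but do not repeat the choice by coverage, so neither test covers both.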

Overall, H3K9me2 and heterochromatin appear normal in *S. polyrhiza*, especially when considering the small genome size split into 20 chromosomes.

**Fig. 4.**
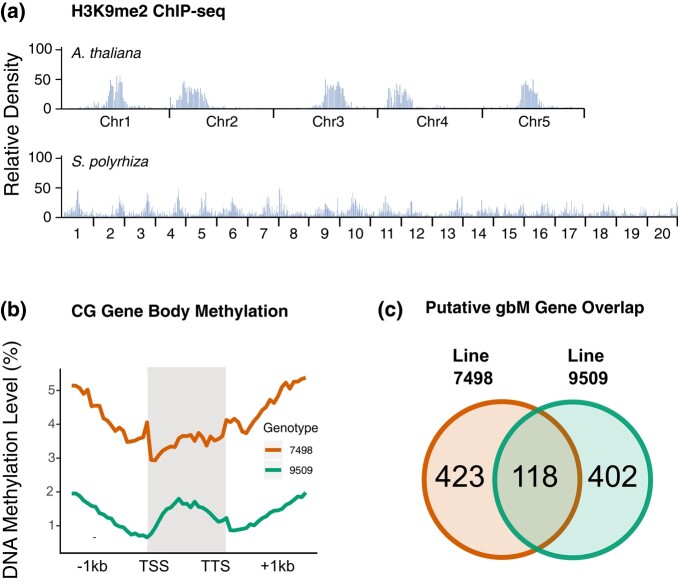
a) Distribution of H3K9me2 ChIP-seq peaks in *A. thaliana* and *S. polyrhiza* line 9509. b) Weighted gene body methylation plotted along coding sequence (CDS) regions spanning from TSS to TTS, plus or minus 1 kilobase. c) The overlap of blindly calling putative gene body methylated genes in 2 genotypes of *S. polyrhiza*.

### Gene body methylation is absent

Maintenance of DNA methylation at heterochromatin is associated with the establishment and maintenance of gene body DNA methylation (gbM) (Inagaki and Kakutani 2012; Bewick *et al*. 2016; Wendte *et al*. 2019; Zhang *et al*. 2020). It is characterized by an enrichment of CG DNA methylation between the transcription start site (TSS) and the transcription termination site (TTS) of genes (Tran *et al*. 2005; Bewick *et al*. 2017). Genes with gbM are typically moderately expressed throughout all tissues, long, and exhibit low rates of nucleotide substitutions compared to non-gbM genes (Takuno *et al*. 2016, 2017). Previously, Michael *et al*. described gene body methylation in *S. polyrhiza* line 9509 as “low” (Michael *et al*. 2017). Following this intriguing observation, we blindly quantified CG methylation in coding regions of each gene, only accounting for the number of methylated CG sites, total CG sites, and read coverage (Fig. 4c). In *S. polyrhiza*, this resulted in 541 and 520 putative gbM genes in lines 7498 and 9509, respectively, or 2–3% of the total gene annotation set. Comparing the 2 putative gbM gene sets, 118 genes overlap between the 2 genomes (blastp 1e-40), which is unexpected as gbM genes are often highly conserved (Takuno *et al*. 2016; Zhang *et al*. 2020) (Fig. 4b). These results are similar to another species that has lost gbM, *Eutrema salsugineum*, where roughly 500 genes were bioinformatically detected as having gbM signatures using a similar methodology (Bewick *et al*. 2016). This result is likely driven by a similar false positive rate of gbM gene detection in both species, as well as transposon misannotation, and that like *E. salsugineum,* gbM has been lost in *S. polyrhiza*.

The faithful establishment and maintenance of gbM is tied to a self-reinforcing feedback loop that relies on the interplay between CMT3 and H3K9me2 (Du *et al*. 2012; Stoddard *et al*. 2019; Wendte *et al*. 2019; Zhang *et al*. 2020). This is further supported by studies in *A. thaliana* whereby mutants that result in a loss of maintenance of heterochromatin lead to ectopic activity of CMT3 in gbM genes (Saze *et al*. 2008; Miura *et al*. 2009; Ito *et al*. 2015). In *S. polyrhiza*, we show that the CMT3/H3K9me2 feedback loop is weak in comparison to other angiosperms, even though H3K9me2 has a typical distribution throughout the genome. Therefore, it is possible that CMT3 activity is impaired, which leads to a weakly functioning feedback loop in *S. polyrhiza* and the loss of gbM. These results are consistent with proposed models from Wendte *et al*. (Wendte *et al*. 2019) and Inigaki and Kakutani (Inagaki and Kakutani 2012), in which CMT3 and H3K9me2 work coordinately to establish de novo gbM.

## Discussion

DNA methylation is a widespread chromatin modification that is typically found in all plant species (Ritter and Niederhuth 2021). By examining 1 aquatic duckweed species, *Spirodela polyrhiza,* we find that it has lost highly conserved genes involved in the methylation of DNA at sites often associated with repetitive DNA, and within genes, however, DNA methylation and heterochromatin are maintained during cell division at other sites. Consequently, small RNAs that normally guide methylation to silence repetitive DNA like retrotransposons are diminished. Despite the loss of a highly conserved methylation pathway, and the reduction of small RNAs that normally target repetitive DNA, transposons have not proliferated in the genome, perhaps due in part to the rapid, clonal growth lifestyle of duckweeds.

Ecological life history and developmental traits may strongly influence genome-wide patterns of DNA methylation and inheritance, especially relating to the suppression of transposon expansion over time. *S. polyrhiza* primarily reproduces via rapid clonal propagation rather than by flower production and sex (Ziegler *et al*. 2015), though some low-frequency instances of flowering have been reported (Khurana and Maheshwari 1980; Landolt and Kandeler 1987). The methylomes of other clonally propagated species (*Eucalyptus grandis*, *Fragaria vesca*, *Manihot esculenta*, *Theobroma cacao*, and *Vitis vinifera*) possess mCHH, although the levels are lower than nonclonally reproducing angiosperms (McKey *et al*. 2010; Niederhuth *et al*. 2016). This suggests that CHH reinforcement is linked to sexual reproduction, but is not necessary for transposon silencing as clonally propagated species rely more on maintenance DNA methylation. Resequencing of globally distributed *S. polyrhiza* accessions reveals very little per-site genetic diversity within the species, a low recombination rate, and weak purifying selection, but still a large effective population size (*N_e_*) (Ho *et al*. 2019; Xu *et al*. 2019). Few transposons exist in the ∼150 Mb *S. polyrhiza* genome, but a high ratio of solo-LTRs to intact LTR retrotransposons (Michael *et al*. 2017) suggests that LTR excision is actively occurring despite weak purifying selection. Individuals with fewer transposons and the ability to excise them may have selective advantages in large populations (Dolgin and Charlesworth 2006), given that a deleterious transposon insertion is unlikely to propagate and fix in a large clonal population, possibly compensating for the lack of a canonical RdDM pathway.

Several alternative hypotheses could explain the lack of CHH methylation and 24 nt het-siRNAs. DNA methylation and sRNA production may be limited to cell or tissue-specific regions, such as the developing meristematic region where daughter plantlets emerge. Tissue sampling for duckweeds is often performed on several individual plantlets combined, given the small size, which would reduce the detectable signal of tissue- or cell-type-specific changes and require more precise excision or cell-sorting techniques. It is also possible that these mechanisms may be active in flower tissue, which was not sampled in this study. Overall, *S. polyrhiza* displays a loss of CHH-type DNA methylation and heterochromatic siRNAs, which may be tied to its rapid asexual reproduction. Our work in *S. polyrhiza* demonstrates that reproductive success through rapid clonal propagation may benefit from the sacrifice of the RdDM and CMT2 pathways.

## Supplementary Material

jkae004_Supplementary_Data

## Data Availability

All raw small RNA, DNA methylation, and H3K9me2 ChIP-seq data are available at BioProject GSE161234. Epigenome browsers are available for *S. polyrhiza* line 7498 (http://epigenome.genetics.uga.edu/SchmitzLab-JBrowse/?data=spi_pol_7498) and for line 9509 (http://epigenome.genetics.uga.edu/SchmitzLab-JBrowse/?data=spi_pol_9509). Supplemental material available at G3 online.

# Supplementary material for: The unusual predominance of maintenance DNA methylation in Spirodela polyrhiza
**Source:** G3 (Bethesda). 2024 Jan 8;14(4):jkae004. doi: 10.1093/g3journal/jkae004
**Supplement:** jkae004_Supplementary_Data

Supplemental Figure 1. *DCL3* is not expressed under various stress conditions using aligned RNA-seq data of several stresses, including copper, kinetin, nitrate, and sucrose additions.

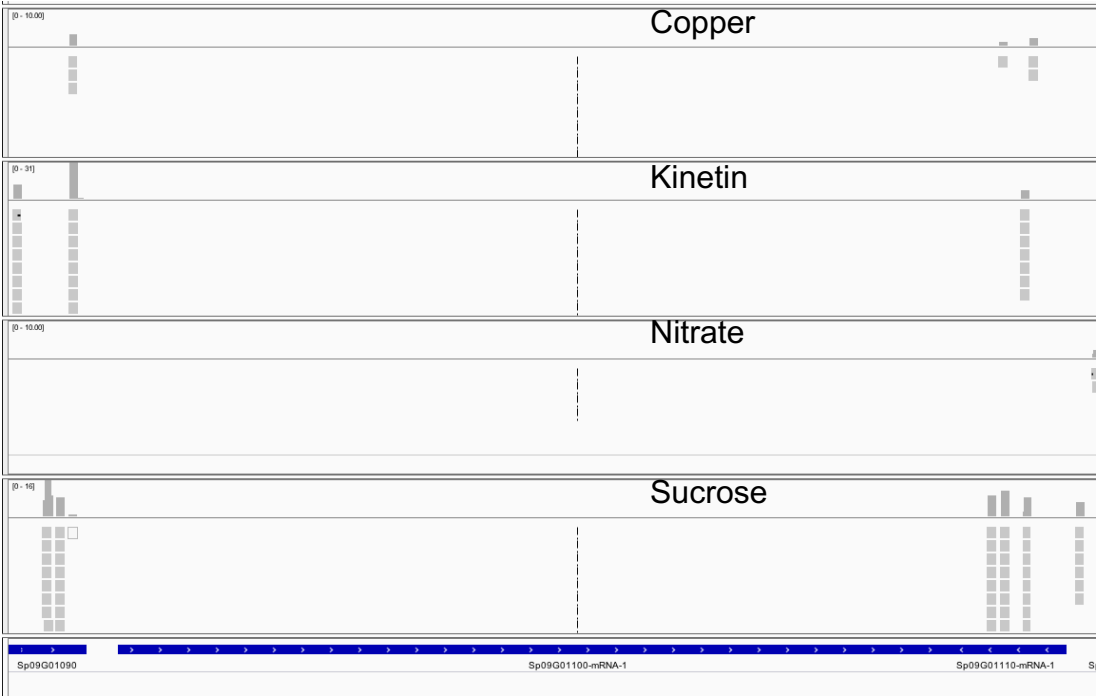

Supplemental Figure 2. Structure of the DCL3 gene. A) DCL3 protein structure with canonical Dicer-like PFAM domains. DEAD/DEADH-box helicase, Helicase C-terminal domain, Dicer dimer, PAZ, and two tandem Ribonuclease III domains are intact in the gene model when the protein was screened with hmmscan against the PFAM database. B) The *DCL3* gene model is not expressed when measured with RNA-seq read coverage, and it has a short promoter region (highlighted in red) that is possibly interrupted by the upstream U-box protein SP09G01090.

A

B

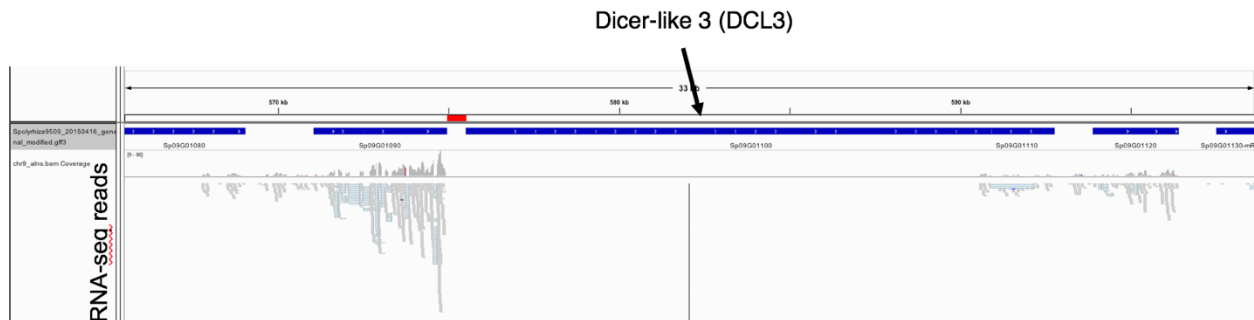

Supplemental Figure 3. A) Dicer-like protein family phylogenetic tree (DCL1, DCL2, DCL3, DCL4, DCL5) and B) ZMET/CMT Bayesian phylogenetic tree built using BEAST. Nodes are annotated with a ball size proportional to a posterior probability (see the key in each panel).

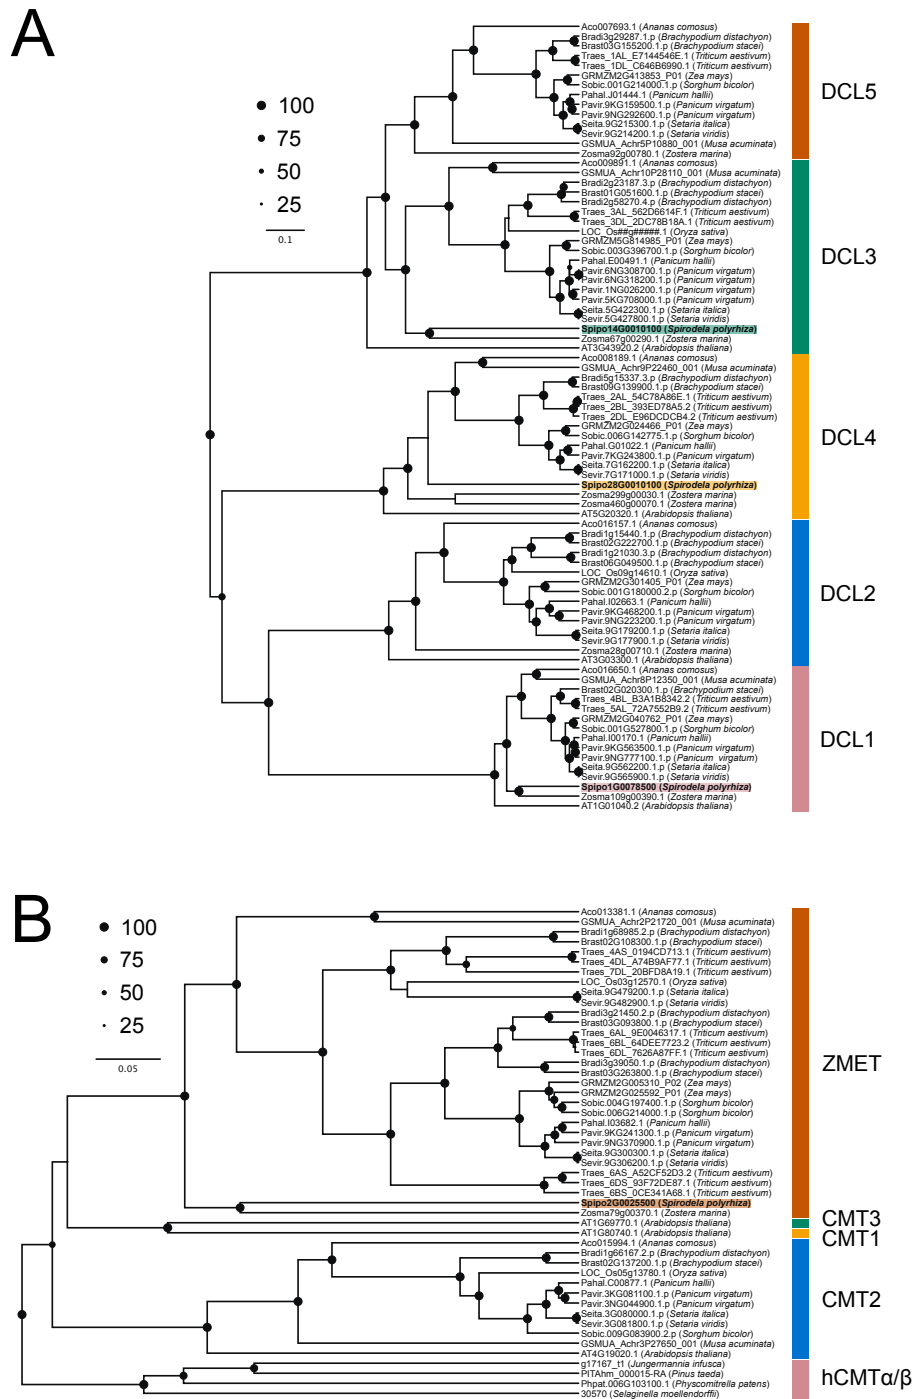

Supplemental Figure 4: Enrichment of H3K9me2 at LTR retrotransposons

H3K9me2 enrichment at LTR retrotransposons (Sp9509 Chromosome 1)

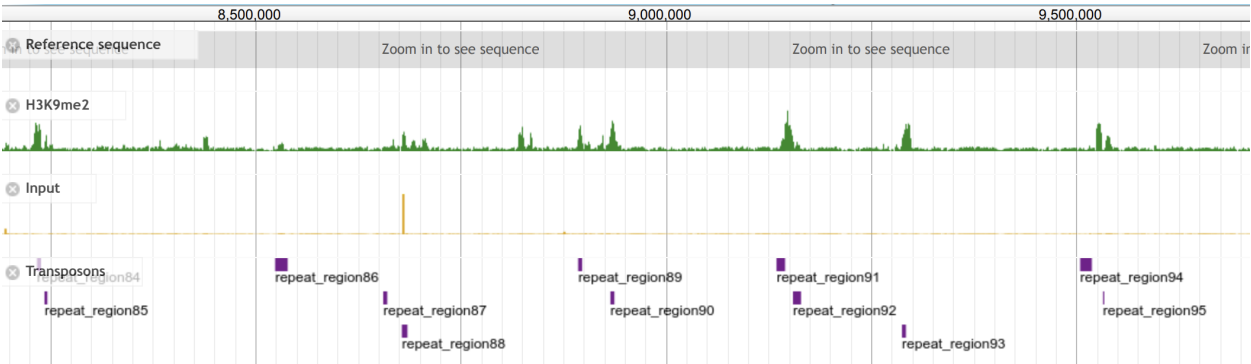

Supplemental Table 1. Sequencing and alignment statistics for *S. polyrhiza* line 7498 and 9509 MethylC-seq

**Library**	**Raw Reads**	**Alignments to genome after PCR duplicate removal**	**Non-Conversion rate (%)**
Sp9509_methylC	113,081,904	46,730,451	1.65
Sp7498_methylC	58,068,357	32,028,794	0.13

Supplemental Table 2. Sequencing and alignment statistics for *S. polyrhiza* line 7498 and 9509 small RNA data.

**Library**	**Raw Reads**	**Adapter and 18-30 nt length trimmed reads**	**Perfect alignments to genome**
7498_rep1	64,619,776	46,257,454	23,346,108
7498_rep2	67,122,721	51,974,074	24,270,971
9509_rep1	74,825,605	66,368,896	55,685,485
9509_rep2	73,778,606	66,612,352	48,810,499

Supplemental Table 3. Sequencing and alignment statistics for *S. polyrhiza* line 7498 and 9509 H3K9me2 ChIP-Seq

**Library**	**Raw Reads**	**Alignments to genome after PCR<br>duplicate removal**
Sp7498_H3K9me2	30,509,305	26,286,244
Sp7498_input	45,911,383	37,887,965
Sp9509_H3K9me2	24,523,030	23,607,285
Sp9509_input	82,794,333	60,816,027

Supplemental Table 4. Fisher's Exact Test overlap of LTR retrotransposons and H3K9me2 peaks

	Overlapping an LTR	Not overlapping an LTR
Overlapping an H3K9me2 peak	713	508
Not overlapping an H3K9me2 peak	1,756	

*Two-tailed Fisher's Exact P-value = 2.0654e-184

How the deposited data were processed for this re-analysis (not part of the article)

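The data are the broad H3K9me2 peaks of 1 ChIP-seq library of *S. polyrhiza* line 9509, made from whole plantlets. The authors trimmed the reads with Trimmomatic, mapped them to the line 9509 genome with bowtie1, keeping reads with at most 2 mismatches and a single place in the genome, sorted them with SAMtools, removed clonal duplicates with Picard, converted them with bedtools and called broad peaks with MACS2. The versions of these tools for the ChIP-seq reads, other than that of bedtools in the methods, and the name of the genome build are not given in the sources used here. Each deposited peak has a position and 4 values. The fold enrichment of a peak is the ratio that MACS2 gave the authors for its mean pileup over the estimated background, and whether that background came from the input library is not given in the sources used here. The −log10 p and −log10 q of a peak are those the authors obtained from MACS2, with a lowest −log10 q of 1.03. The deposited score is 10 times the −log10 q cut to a whole number, and was not used further. These values were used only within this list, to describe, rank, filter and compare its peaks. Discarding reads with several places in the genome lowers the signal over near-identical repeats, and broad calling joins nearby enriched regions into 1 peak.

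The list was checked for touching or overlapping peaks with bedtools 2.31.1, and none were found. The percent of the genome covered was the summed peak length over 150 Mb, one of the 2 genome sizes in the paper's text. The other, 158 Mb, was added as an alternative after the data were seen. The length of a chromosome was taken as the end of its last peak. Chromosomes were divided into windows of 50 kb, with the last, incomplete window left out. The densest 500 kb was the run of 10 windows with the highest percent covered, tested one-sided against 100000 random orders of the peaks and gaps of the chromosome, with Benjamini–Hochberg adjustment over 20 chromosomes and a threshold of 0.05. The domain was measured on a running mean over 5 windows, as the run around its maximum that stays at or above the midpoint between maximum and median. Near the ends of a chromosome the running mean took only the windows present. Peaks inside and outside the densest stretches were assigned by their midpoint and compared by 10000 rotations of the stretches. Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Numba 0.67.0, and the plots used Matplotlib 3.10.9.

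The tests were first run on simulated chromosomes built from the real peaks and gaps. Of 200 chromosomes without a domain, 5% passed a p of 0.05, and of 200 with a domain of 500 kb (median 54.0% covered), 100% passed and 100% were located with at least 50% overlap. The measured domain length had a median of 500 kb (quartiles 450 and 500) for a true median of 502 kb. Chromosomes without a domain were made by the random ordering that the test itself uses, so their 5% was fixed by design. The simulated domains had sharp edges, and their median percent covered was above that of the highest observed stretch, 52.1%. Their values therefore do not cover less densely covered domains or domains with gradual edges. In 40 simulated comparisons of peaks inside and outside, 2.5% passed without a difference and 100% passed with 0.25 added to the fold enrichment. The stretches of these comparisons lay at random positions and were not the densest by coverage. The 2.5% therefore does not cover the choice of stretches by coverage.

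Part of the regions named in the text follow a rule fixed before the data were examined: the densest stretches, with at least those of the highest, middle and lowest percent covered, the 5 peaks with the highest fold enrichment, the 5 longest peaks and the peaks in the part of chromosome 1 drawn in Supplementary Fig. 4. The other regions named, which are domains, the second densest stretches, and first and last peaks of chromosomes, were chosen after their values were seen. Alternatives fixed at the same time were stricter peak lists (q under 0.01, q under 1e-05, at least 2-fold enrichment, at least 1000 bp), peaks joined across gaps of up to 1000 bp, another genome length, other stretch and window sizes, counts of peaks, uniform random positions and other definitions of the domain. The libraries of line 7498, the input and the DNA methylation libraries were not analysed here. No genome sequence, gene annotation or annotation of LTR retrotransposons was used here, so overlaps with genes and LTR retrotransposons and the sequence composition of peaks were not computed. The paper's depth for the library sets the weakest enrichment that can be called, and since the list carries no read counts, no interval is given for single peaks.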

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

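The tests on chromosome ends were chosen after the ends had been looked at. The 5 H3K9me2 peaks with the highest fold enrichment were each the first or the last peak of a chromosome, a place that 40 of the 5726 peaks hold and that the paper does not report on. They were the first peak of chromosome 1 from 4669 to 13393 (fold enrichment 6.70), the last of chromosome 4 from 9503193 to 9533977 (6.47), the last of chromosome 18 from 5304606 to 5312448 (6.24), the last of chromosome 13 from 6311185 to 6315042 (5.89) and the first of chromosome 17 from 2603 to 19550 (5.87). The median fold enrichment of the 40 first and last peaks was 3.93, against 2.07 for the other peaks (one-sided permutation p = 1e-05, the smallest that 100000 draws can give), and 20 of the 140 peaks enriched at least 4-fold were among them. Without the 5 peaks that prompted the test, the median of the other 35 was 3.55 (permutation p = 1e-05, again the smallest possible). The first 50 kb of the chromosomes were on average 23.4% covered (SD 21.0, n = 20), against 9.94% over all windows. The second 50 kb had no peak on 16 chromosomes. The pattern is not uniform: the first peaks of chromosomes 2 and 13 began only at 379312 and 328765, and on 10 of the 20 chromosomes the first 50 kb were at most 20% covered.

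The first windows were more covered than random windows of the same chromosomes (permutation p = 0.00052). This held without chromosome 8, whose domain begins at position 1 (permutation p = 0.00445), and with peaks of q under 1e-05 alone (permutation p = 6e-05). Both argue against that domain and against weak peaks as the whole of the excess. Chance is not excluded, because the windows were chosen after the ends were seen. They hold 2 of the 5 peaks that prompted the test, which were not left out. With the first 100 kb in place of 50 kb the mean was 13.6% (permutation p = 0.104), so the excess lies in the outermost part. Peaks of similar length on the same chromosomes had a median fold enrichment of 2.81 (permutation p = 1e-05, the smallest that the draws can give), and without the 5 highest peaks 2.75 against 3.55 (permutation p = 1e-05). This argues against long peaks as the whole of the fold enrichment. The match took the 20 nearest peaks in length with no limit on the difference. For the longest peaks, such as that of 30785 bp on chromosome 4, the matched peaks were shorter, so length was not fully removed. An edge effect of peak calling stays open: 0 chromosomes had a peak that begins within 1000 bp of position 1, but an effect of the local background at the ends need not place one there. Repeats collapsed in the assembly stay open too, because the input reads were not analysed here, it is not known whether the fold enrichment is over the input, and its median of 2.63 in the first windows does not tell such repeats from more H3K9me2. No biological explanation was tested.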

How the results depend on the processing

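The alternatives were fixed before the data were examined, apart from those for chromosome ends, for a genome of 158 Mb and for stretches chosen again in each shuffle. Of the values of the main results under an alternative, 57 were counted as kept in size or in side of the threshold, 15 as moved, 4 as no longer passing and 2 as reversed. The tolerance differed between results, so a value counted as kept is not always close to the main one. With q under 0.01, the fall from 5726 to 4337 peaks counted as kept, and that from 9.04% to 8.48% of the genome as moved. Chromosomes 1 to 18 passed the test of the densest 500 kb under all 11 alternatives. The percent of the genome covered was 8.48% with q under 0.01, 6.47% with q under 1e-05, 7.74% with at least 2-fold enrichment, 8.10% with peaks of at least 1000 bp, 9.72% with peaks joined across gaps of up to 1000 bp, 9.83% of the sequence up to the last peaks and 8.58% of 158 Mb. The number of peaks was 2062, 3190, 3215 and 3756 with q under 1e-05, at least 2-fold enrichment, at least 1000 bp and joined peaks, as these lists hold fewer peaks by construction. With q under 1e-05 the median percent of a chromosome covered was 7.41% and the difference in length between peaks inside and outside the stretches reversed to −10 bp. It was 355 bp and no longer passed with at least 2-fold enrichment. With the stretches chosen again in each shuffle it no longer passed at 617 bp with q under 0.01, 355 bp with at least 2-fold enrichment and 412 bp with at least 1000 bp, and was −10 bp with q under 1e-05, whereas it passed in the full list. The cause of these was not tested. The median domain length was 550 kb with a running mean over 9 windows, and the number of domains of 400 to 600 kb was 1 with a running mean over 3 windows and 5 with 25-kb windows and a running mean over 9, the cause of which was not tested. Of the single stretches and the values at chromosome ends, 211 were counted as kept in size or side, 8 as moved and 1 as no longer passing. Here too the tolerance was wide for some: the mean coverage of the first 25 kb, 37.3%, counted as kept beside 23.4% for the first 50 kb. Not run, for want of a genome or annotation used here, were the alternatives for LTR retrotransposons, genes and sequence composition, and the genome lengths from the 20 chromosomes alone and from called bases. No paired analysis was possible because there is 1 library. Its depth limits weak peaks, which carry no read counts here.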

Differences from the paper's values

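The paper gives about 15% of the line 9509 genome as occupied by H3K9me2, and the peaks covered 9.04% of 150 Mb. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: these gave 6.47% to 9.83%. A genome of 158 Mb, the other size the paper states and an alternative chosen after the values were seen, gave 8.58%.

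The paper gives the domains as about 400 to 600 kb long. It states no rule for the domain edges, so its measure may differ from the one used here. The shortest measured here was 150 kb. It stayed at 150 kb with each of the stricter lists, with joined peaks, with the edge at 2 times the chromosome's mean, with a running mean over 3 windows and with 25-kb windows and a running mean over 9. It was 250 kb with a running mean over 9 windows of 50 kb, so that none of these reached 400 kb. In the main measurement, the domain of 150 kb is that of chromosome 15, which reaches the last complete window and ends at 4550000. The last peak of that chromosome ends at 4557405, so the list leaves little sequence by which this domain could be longer. The domains of chromosomes 13, 19 and 20 also reach the last complete window and end at 6300000, 3950000 and 3950000. The last peaks there end at 6315042, 3956189 and 3997098, each within the incomplete window that was left out. Chromosomes 19 and 20 had no stretch that passed the test. Whether H3K9me2 beyond the last peaks was missed was not tested. The domain of chromosome 8 begins at position 1. Of the 15 domains that reach neither the first nor the last window, the shortest was 250 kb, on chromosome 11, the median was 400 kb and 8 were between 400 and 600 kb long, a subset chosen after the values were seen. The longest, 700 kb, was within 1.5 times of the paper's upper value of about 600 kb. It was 1150 kb with the edge at 2 times the chromosome's mean and 950 kb with a running mean over 9 windows of 50 kb. The median was 375 kb, and between 275 and 550 kb under the alternatives.

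The paper's results describe a large domain within each chromosome, and its introduction reports pericentromeric peaks on most of them. The densest 500 kb passed the permutation test on 18 of the 20 chromosomes, with adjusted p = 0.326 on chromosome 19 and 0.0697 on chromosome 20. The paper's descriptions rest on the distribution in its Fig. 4a, so the measures differ. The test asks whether peaks lie together anywhere on a chromosome, not whether they are pericentromeric. Not passing does not show that a domain is absent. Among the alternatives set before the data were examined, chromosome 20 passed with a stretch of 400 kb, with 25-kb windows and with uniform random positions. The uniform positions do not keep the observed gaps between peaks. Chromosome 19 passed with the number of peaks per window. No alternative called both.

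Supplementary Table 4 gives, as the paper's values, 713 in the cell for overlap of both an H3K9me2 peak and an LTR and 508 in the cell for an H3K9me2 peak without an LTR, which sum to 1221. It gives 1756 in the cell for an LTR without a peak, which sums with the 713 to 2469. The paper's text gives 746 of 1510 LTR retrotransposons overlapping H3K9me2, and the list holds 5726 peaks. What the cells count is not stated beside the table, so no overlap was set against it.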

Other observations

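The second densest stretch of each chromosome, looked at after the data were seen, was not tested against random orders. At a distance of at least 500 kb from the densest stretch, the next densest 500 kb was a median of 15.6% covered. It reached 27.5% on chromosome 16 from 4.2 to 4.7 Mb, 26.2% on chromosome 13 from 4.8 to 5.3 Mb and 25.5% on chromosome 9 from 6.9 to 7.4 Mb. On chromosome 19, where the densest stretch did not pass the permutation test, the second stretch from 0.85 to 1.35 Mb was 20.5% covered, which is 97.6% of the first. On chromosome 12 it was 20.1% of the first, the lowest of the 20.

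The correlations with chromosome length were chosen after the chromosomes had been looked at, and 5 were computed. Longer chromosomes, measured to the last peak, had denser densest stretches (Pearson r = 0.678, permutation p = 0.00104, adjusted 0.0026; Spearman rho = 0.741, permutation p = 0.00035, adjusted 0.000875; n = 20). Without chromosomes 1 and 19, which lie farthest from the median length, r was 0.675 (permutation p = 0.00216). A longer chromosome offers more positions from which the maximum is taken. The percent covered minus the median of its own shuffles gave rho = 0.744 (r = 0.695, adjusted p of 0.000875 and 0.0026) and, without those chromosomes, rho = 0.699 (permutation p = 0.00193). More positions among randomly ordered peaks therefore do not account for the correlation. The shuffles break up the clustering of peaks, so the effect of more positions among clustered peaks was not removed and stays open. The percent of the whole chromosome covered ran the other way (r = −0.508, permutation p = 0.0224, adjusted 0.0373; rho = −0.523, permutation p = 0.0188, adjusted 0.0314). Without chromosomes 1 and 19 it no longer passed, with r = −0.413 (permutation p = 0.0898) and rho = −0.399 (permutation p = 0.101) over the other chromosomes. A stretch of similar size on every chromosome may contribute to it, and the percent covered outside the stretches does not decide, with rho = −0.477 (permutation p = 0.0348, adjusted 0.0435; r = −0.457, permutation p = 0.044, adjusted 0.055) over 20 chromosomes and rho = −0.364 (permutation p = 0.137) without those. The domain length did not pass (r = 0.423, permutation p = 0.0637; rho = 0.427, permutation p = 0.0622; adjusted 0.0637 and 0.0622; r = 0.421 without chromosomes 1 and 19, permutation p = 0.0822). No biological explanation was tested.

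Chromosomes 19 and 20, the shortest of the 20, were those whose densest 500 kb did not pass. Whether the test has too little power on these chromosomes stays open. Of simulated domains within 5 points of the median of 38.4% covered, 100% had an unadjusted p under 0.05 on each. This meets the bound written beforehand for excluding too little power, but that bound was wrong: the simulated domains were kept for their percent covered, which is what the test measures, so the outcome was fixed by the design. Less densely covered domains stay open too. The stretches of both chromosomes ended within 150 kb of the last peak, and the list holds no peak beyond it, so it gives no domain there. Whether H3K9me2 beyond the last peak was missed in the mapping was not tested.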
